A study of Picea glauca and Picea abies with 149 samples. Its data were reported in "Transcriptome profiling in conifers and the PiceaGenExpress database show patterns of diversification within gene families and interspecific conservation in vascular gene expression" (2012).

How the data were processed

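RNA of 8 spruce tissues was hybridised to spotted oligonucleotide arrays, 1 dye per sample, on 149 slides. White spruce (Picea glauca) gave mature xylem (60 slides), juvenile xylem (20), phelloderm (20), young needles (10), vegetative buds (10), embryonic cells (6) and megagametophytes (3). Norway spruce (Picea abies) gave adventitious roots (20). Groups, dyes, genotypes and printing batches of slides were taken from the labels. The juvenile-tree tissues were on slides of one printing batch (JB001), the roots on another (KB001) and the 4 remaining tissues on batch JF003. Per the study's methods, RNA was amplified before labelling, from poly-A RNA for megagametophytes and from total RNA otherwise. Its methods describe fewer biological samples than slides for juvenile xylem, phelloderm and needles, each sample a pool of trees. The labels do not tie slides to pools. Slides therefore share pools, the n beside a mean counts slides rather than pools, and the p-values of those tissues are too small.

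The authors deposited for each slide the raw foreground intensity and the local background intensity of every spot, on a linear scale and without correction, as the image software wrote them. Of the slides, 126 were quantified with QuantArray and 23 with ArrayPro (roots and megagametophytes), per the file headers. The labels name the red dye for these 23 slides whereas their headers name the green wavelength, and this was left open. The files of 50 slides, those of batch JB001, also hold columns of a second channel and its ratios, which were not used here. Each slide held 34992 spots, of which 32144 were spruce probes, 370 buffer alone, 1008 empty, 196 blank, 350 Alien oligonucleotides and 924 green fluorescent protein (GFP) oligonucleotides.

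The files used 2 layouts that placed 1920 spots differently, 1880 of them spruce probes. Across those probes, the mean signals of juvenile and mature xylem correlated with a Spearman rho of 0.835 when matched by probe name and 0.032 when matched by spot number, so probes were matched by name. The authors also deposited a table of log2 values, 1 column per slide and 1 row per spot. In it, background had been subtracted, values had been put on the log2 scale and quantiles had been equalised within each tissue, so that columns of a tissue had nearly the same median: 6.35 to 6.38 in roots, 7.83 in embryonic cells, 5.89 in megagametophytes, 8.44 to 8.45 in phelloderm, 8.32 to 8.33 in buds, 7.94 to 7.95 in juvenile xylem, 8.45 in mature xylem and 8.17 to 8.18 in needles. Each megagametophyte column lacked 13 values. Rank correlation with background-subtracted intensities of the same slide was at least 0.989. Spots marked by the image software kept their scanner value (within 0.1 log2 units) in that table in buds and in the 3 juvenile-tree tissues, for 100% of the marked spots, and were mostly replaced in the other tissues. This table served as an alternative input.

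Background was corrected with the normexp method of limma 3.58.1 in R 4.3.3, with an offset of 50, and signals were put on the log2 scale. Marked spruce spots were replaced by the mean of the same spot on the tissue's unmarked slides, as the study's methods describe. Quantile normalization was done within each tissue for detection and over the slides of each comparison for tests. A probe counted as detected when its signal exceeded the mean of the buffer spots in its row of sub-grids (12 rows) on at least 50% of a tissue's slides. A stricter rule, planned as an alternative, used the 95th percentile of the buffer spots of the slide. A probe is called well above background on a slide when it passed that percentile. Detected probes were ranked by mean signal within a tissue and divided into 10 equal classes, from class 1 (dimmest) to class 10 (brightest), and class 0 means not detected. Classes of named probes rest on the buffer mean rule.

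Differences were tested with lmFit and eBayes of limma with an intensity trend, two-sided, with Benjamini-Hochberg adjustment. A probe was called at an adjusted p of 0.01 or less and an absolute log2 fold change of 1 or more, among probes detected in at least 1 of the tissues compared. All 50 slides of the juvenile-tree tissues entered 1 fit. Root age was fitted with genotype as a factor, and root genotype with a moderated F test with age as a factor. Where a probe was well above background on no slide of a group, the fold is given as "at least N-fold", the bright group's mean against the lowest signals well above background on the dim group's slides. Where only some slides of a group were well above background, or some were saturated, the log2 difference is taken from signals partly at background or at the scanner maximum. Scan date defined scan batches, which entered as a block where a batch held more than 1 group and as a random block otherwise. Root and megagametophyte files gave no scan batch.

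No table pairing probes with genes was used here, so each probe was tested and reported by its identifier. The planned rule then named at most 2 probes that rose and 2 that fell in each comparison, here the called probes with the highest and the lowest log2 fold change. Gene lists, gene family profiles and several probes of one gene were not analysed for the same reason. Designs, alternatives and the naming rule were fixed before the data were examined, except the alternatives named in the closing section as chosen later.

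The steps were tested on simulated slides with the means and spreads of the real ones over 32144 probes, of which 200 were changed. In the simulation of juvenile xylem against phelloderm, 64 of 67 probes changed by 1.5 log2 units were called, 67 of 67 changed by 2 and 66 of 66 changed by 3. For the bud genotypes these numbers were 43 of 67, 60 of 67 and 65 of 66. For root age they were 38 of 67, 37 of 67 and 58 of 66. For root genotype, 124 of 200 probes changed by 3 in genotype 35 were called, with 2 unchanged probes. No root genotype had more slides than the 4 of genotype 35, and changes in genotypes with fewer slides were not simulated. Simulated slides were drawn independently of each other, so shared pools were left out. The number of slides limits the precision, and the depth of an array is its signal over background. The median foreground was 1.25 times the local background on the median root slide, 1.44 in megagametophytes, and between 3.13 (embryonic cells) and 4.25 (mature xylem) in the other tissues.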

Results

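The transcriptome of spruce was profiled on 149 array slides from 8 tissues, with 32144 spruce probes per slide. Secondary xylem, the wood-forming tissue, came from 60 mature white spruce trees with 60 different genotypes and from juvenile trees (20 slides). Phelloderm samples, which also held phloem, and young needles came from the same juvenile-tree experiment (20 and 10 slides). Vegetative buds were from 2 genotypes with 5 slides each, the first on slides 1, 2, 4, 5 and 6 and the second on slides 3, 7, 8, 9 and 10. Embryonic cells (6 slides), megagametophytes (3 slides), which are the haploid nutritive tissue of the seed, and Norway spruce adventitious roots (20 slides, 8 genotypes) completed the set. The labels call replicates separate samples without saying for each tissue whether they came from separate trees, so p-values measure the spread between these slides. The median correlation of a slide with its tissue mean ranged from 0.940 in roots to 0.974 in phelloderm. The median foreground was 1.25 times the local background in roots and 4.25 times in mature xylem.

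Transcripts were detected widely in each tissue. Under the rule of signals above mean buffer intensity, detected probes numbered 30909 in roots, 30694 in mature xylem, 30442 in phelloderm, 29753 in young needles, 29687 in juvenile xylem, 29485 in buds, 29188 in megagametophytes and 27958 in embryonic cells, and 22134 probes (68.9%) were detected in all 8 tissues. Empty and blank spots, which carry no probe, passed this rule in 43.02% of cases in mature xylem and 62.5% in embryonic cells. Under the 95th percentile rule, at most 0.332% of them passed in any tissue, and detected probes numbered 23472 in roots, 23458 in megagametophytes, 21893 in phelloderm, 20155 in mature xylem, 19283 in juvenile xylem, 18881 in young needles, 17566 in buds and 14606 in embryonic cells. The order depends on the rule, with megagametophytes seventh under the first and second under the other. Under the 95th percentile rule 28902 probes (89.9%) were detected in at least 1 tissue and 9670 (30.1%) in all 8. Tissues differed in dye, printing batch, species and scanner, so these counts were not tested against each other.

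**Figure D1:**
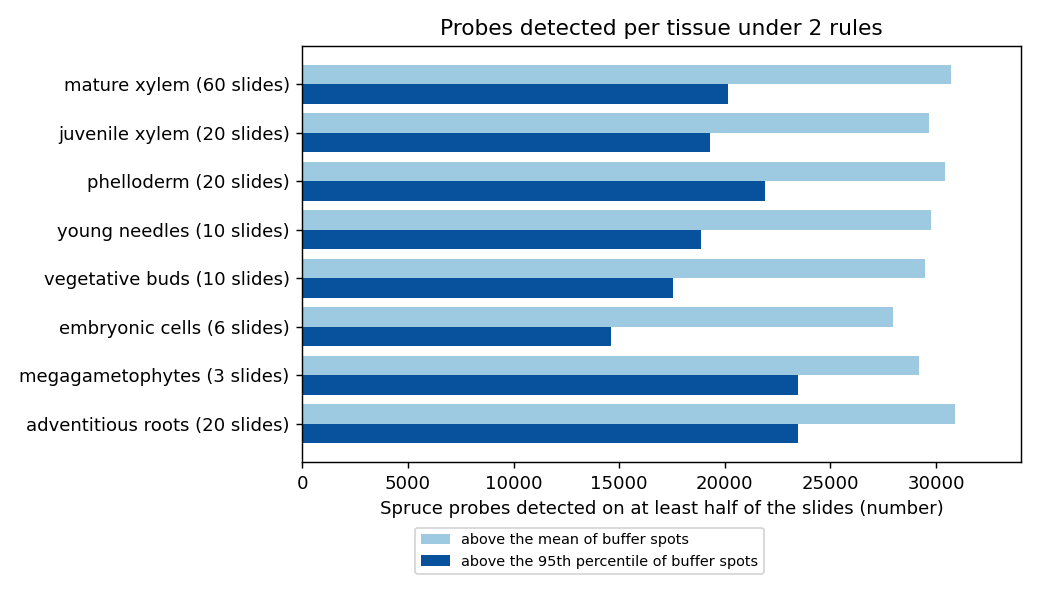
Number of spruce probes (horizontal axis) detected in each tissue (vertical axis) above the mean of buffer spots (light bars) and above the 95th percentile of buffer spots (dark bars). The light bars lie between 27958 and 30909 probes, and the dark bars between 14606 in embryonic cells and 23472 in roots.

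Probes detected in a single tissue were few under the 95th percentile rule. They made up 9.21% of detected probes (2662 of 28902), and under the buffer mean rule they numbered 39. Megagametophytes held 1145 of them and roots 640, whereas juvenile xylem held 52. Needles had 209, phelloderm 190, mature xylem 173, embryonic cells 128 and buds 125. Xylem was sampled at 2 tree ages, and 108 further probes were detected in the 2 xylem samples alone. Megagametophytes (3 slides) and roots were also the tissues read with ArrayPro, with the most detected probes. These counts under the 95th percentile rule therefore do not rank the tissues by specificity. With expression classes set under this rule, in needles 226 probes were in class 9 or 10 and in no other tissue above class 5, against 134 in roots, 118 in megagametophytes, 113 in embryonic cells, 64 in buds and 35 in phelloderm. The 2 xylem samples together had 94 such probes. Classes set under the buffer mean rule gave 175 in needles, 123 in embryonic cells, 79 in roots, 62 in megagametophytes, 59 in buds, 9 in phelloderm and 62 in the 2 xylem samples together. At the other end, 323 probes were in class 10 in all 8 tissues, or 577 under the buffer mean rule.

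The profiles of juvenile xylem and phelloderm had a Spearman rho of 0.881 across probes, and those of mature and juvenile xylem 0.843. Without 800 probes that lay at background throughout one printing batch, described with the comparison of xylem ages, these values were 0.878 and 0.882, so neither pair ranks first. Embryonic cells stood farthest from needles (0.445), with 0.490 for phelloderm and 0.501 for juvenile xylem. Correlations are across probes, which are not independent replicates, and tissues from the same experiment also shared slides of one batch and one dye.

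**Figure D2:**
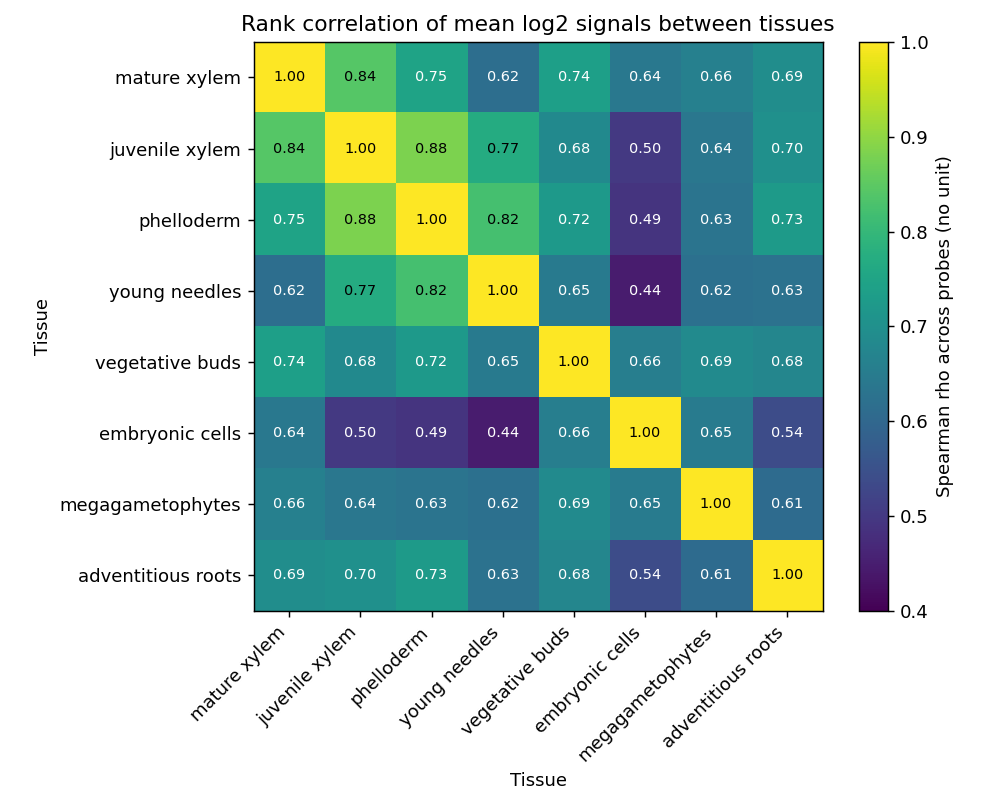
Spearman rho across probes between the mean log2 signals of each pair of tissues (both axes list the 8 tissues; colour and numbers give rho, without unit). The value is 0.88 for juvenile xylem with phelloderm and 0.44 for embryonic cells with young needles.

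Juvenile xylem was compared with phelloderm to describe differential expression on the 2 sides of the cambium. Of 31295 probes tested, 2124 were higher and 2426 lower in xylem (4550 in all), and 717 of these differed by 3 log2 units or more. Spruce_08876 had a mean log2 signal of 15.06 ± 0.58 (SD, n = 20) in xylem and 6.69 ± 0.36 (SD, n = 20) in phelloderm, a log2 fold change of 8.37 (SE 0.16, adjusted p = 1.64e-44). Spruce_24344 was higher by 8.27 (SE 0.14, adjusted p = 3.51e-47) and was in class 10 in both xylem samples, in class 5 in roots and needles, in class 2 in phelloderm, and in class 0 in embryonic cells and megagametophytes. Both probes were well above background on 20 of 20 xylem slides and on 5 of 20 phelloderm slides. Spruce_09067 was lower in xylem, with 7.17 ± 0.28 (SD, n = 20) against 13.07 ± 0.42 (SD, n = 20) in phelloderm (log2 fold change -5.89, SE 0.12, adjusted p = 2.03e-43), and was in class 10 also in needles. It was well above background on 11 of 20 xylem slides. Spruce_13602 had a log2 fold change of -5.42 (SE 0.15, adjusted p = 2.96e-37) with 17 of 20 xylem slides well above background, and was in class 10 in phelloderm alone. At a log2 fold change of 0.5 or more 9047 probes passed.

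The slides of these 2 tissues came from pools that the labels do not resolve, so the p-values are too small. With scan date as a block 4579 probes were called, and within the 12 scan batches that held both tissues between 97.3% and 99.96% of the 4550 probes differed in the same direction. These probes were called on the same slides, so a high share follows in part from that choice. Scaling slides to their 75th percentile, in place of quantile normalization, moved the median log2 fold change of all probes from 0.01 to 0.14, and without background correction 2852 probes were called.

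Young needles were set against juvenile xylem and phelloderm, on the same 50 slides. Against xylem, 4061 probes were higher and 4401 lower in needles (8462 of 31284). Spruce_13447 was higher by 7.33 (SE 0.34, adjusted p = 4.08e-27), with 4 of 10 needle slides saturated and 13 of 20 xylem slides well above background, and was also in class 9 in roots and class 8 in phelloderm. Spruce_11356 reached 13.99 ± 0.51 (SD, n = 10) in needles against 6.75 ± 0.32 (SD, n = 20) in xylem (log2 fold change 7.24, SE 0.15, adjusted p = 1.40e-42). It was well above background on 4 of 20 xylem slides, and was in class 10 in embryonic cells too, and in class 0 in mature xylem and buds. Spruce_24344, named above for xylem, was lower in needles with a log2 fold change of -7.63 (SE 0.17, adjusted p = 1.27e-41), and well above background on 6 of 10 needle slides. Spruce_25140 was lower with -7.37 (SE 0.21, adjusted p = 7.73e-37), with 4 of 10 needle slides well above background, and was in class 10 in both xylem samples.

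Against phelloderm, 3621 probes were higher and 3682 lower in needles (7303 of 31465). Spruce_03655 was higher by 7.06 (SE 0.40, adjusted p = 6.38e-23), with 1 of 10 needle slides saturated and 19 of 20 phelloderm slides well above background, and was in class 10 in buds as well. Spruce_30026 had 14.37 ± 0.81 (SD, n = 10) in needles and 8.03 ± 0.56 (SD, n = 20) in phelloderm, a log2 fold change of 6.35 (SE 0.27, adjusted p = 2.81e-28), although 1 needle slide lay at 12.25, below the other 9. Spruce_02531 (log2 fold change -6.18, SE 0.29, adjusted p = 1.23e-26) and Spruce_05874 (-6.12, SE 0.23, adjusted p = 4.29e-31) were lower in needles, and well above background there on 4 and 9 of 10 slides. Spruce_05874 was in class 10 in both xylem samples, buds and phelloderm, and in class 5 in needles.

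Several slides shared a pool, so the p-values of both needle comparisons are too small. With scan date as a block 8430 and 7288 probes were called. Within the 7 scan batches that held needles and xylem, 99.4% to 99.7% of the called probes kept their direction, as did 99.0% to 99.7% in the 7 that held needles and phelloderm. Here too the probes were called on these slides. Scaling to the 75th percentile moved the median log2 fold change of all probes against phelloderm from 0.01 to 0.51. The share of called probes that were higher in needles then went from 49.6% to 64.6%. Against xylem the median moved from -0.02 to 0.39, and 4645 probes were then called higher and 3504 lower in needles, so the larger side changed. Without background correction 5659 probes were called against xylem and 4759 against phelloderm. With plain background subtraction 6702 and 5684 were called.

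**Figure D3:**
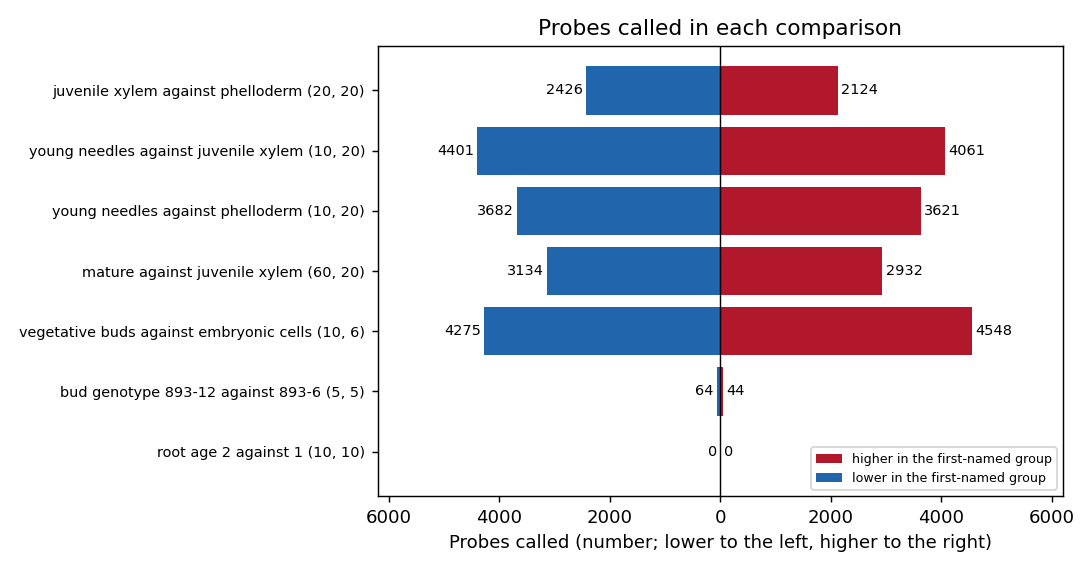
Probes called (horizontal axis, number) in each comparison (vertical axis, with slides per group), higher in the first-named group to the right and lower to the left. The tissue comparisons have between 2124 and 4548 probes on a side, the bud genotypes (the first against the second) 44 and 64, and root age 0.

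Mature and juvenile xylem represent 1 tissue at 2 tree ages. Age cannot be told apart from experiment, site and printing batch, since every mature slide was of batch JF003 and every juvenile slide of batch JB001. Of 31547 probes, 2932 were higher and 3134 lower in mature xylem (6066 in all). A part of this count lay in print positions, sets of up to 48 probes at the same place in each of 48 sub-grids. In 17 of 684 positions, with 800 probes, nearly no probe was detected in any tissue of 1 printing batch while many were detected in the other tissues. There were 9 such positions on the juvenile-tree slides (at most 2.08% of probes detected, against 36.96% to 85.4% elsewhere) and 8 on the slides of batch JF003 (at most 2.13% against 53.2% to 83.0%). Of 780 tested probes in these positions 411 were called (52.7%), against 18.4% of the rest, and they made up 213 of the 583 called probes that differed by 3 log2 units or more. Without them 5655 probes were called.

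**Figure D4:**
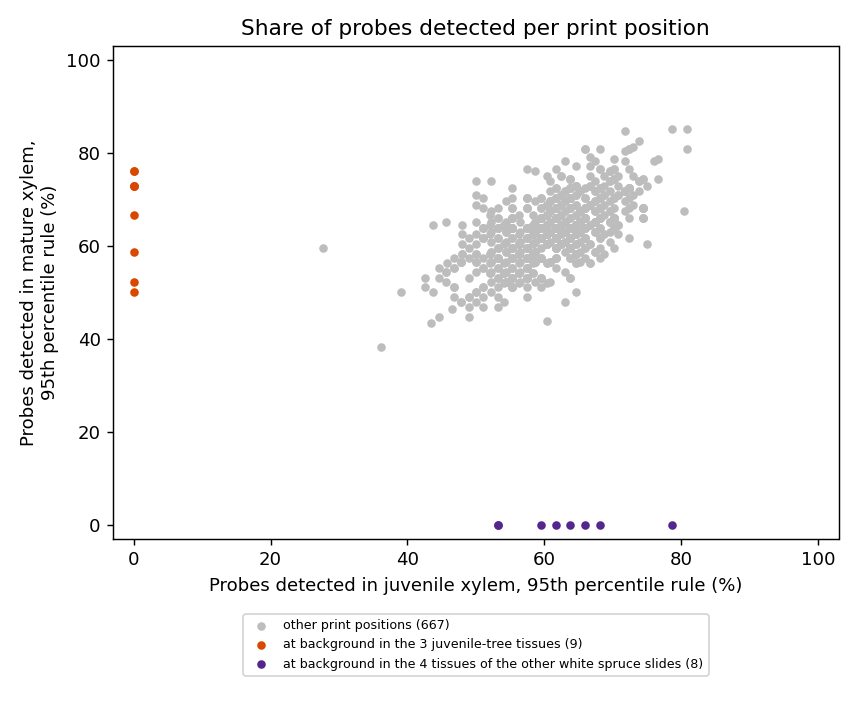
Share of probes detected under the 95th percentile rule (%) per print position in juvenile xylem (horizontal axis) and mature xylem (vertical axis), 1 point per position. The 9 positions at background in juvenile-tree tissues lie on the left edge and the 8 at background on the slides of batch JF003 on the lower edge, apart from the other positions.

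The 2 probes with the highest log2 fold change, Spruce_00357 (7.29, SE 0.32, adjusted p = 4.27e-36) and Spruce_00246 (7.08, SE 0.12, adjusted p = 2.35e-68), were in positions at background on the juvenile-tree slides. Each was well above background on 1 of 20 juvenile slides, and 9 of 60 mature slides were saturated for Spruce_00357. Spruce_23005, with the lowest (-7.63, SE 0.08, adjusted p = 1.73e-81), was in a position at background on the slides of batch JF003, with 2 of 60 mature slides well above background. Spruce_25592 (-7.47, SE 0.10, adjusted p = 1.69e-75) was in none of these positions, with 6.58 ± 0.31 (SD, n = 60) in mature and 14.05 ± 0.52 (SD, n = 20) in juvenile xylem. It was well above background on 1 of 60 mature slides, and was in class 0 or 1 in all 4 tissues of batch JF003 and in class 10 in the other 4. Outside these positions the highest log2 fold change was 6.94 (SE 0.26, adjusted p = 4.99e-41), for a probe well above background on 2 of 20 juvenile slides. The juvenile slides shared pools, so the p-values are too small. Without background correction 3375 probes were called, with scan date as a random block 6027, and scaling to the 75th percentile moved the median log2 fold change of all probes from 0.04 to -0.08.

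Vegetative buds and embryonic cells, on slides of one printing batch with one dye, differed in 8823 of 31238 probes. Of these 4548 were higher and 4275 lower in buds. Spruce_10817 had 15.08 ± 0.34 (SD, n = 10) in buds, with 3 of 10 slides saturated. It was not well above background on any of the 6 slides of embryonic cells, so it was at least 235-fold higher in buds (adjusted p = 3.33e-22 in the limma fit). It was in class 10 also in roots, juvenile xylem, phelloderm and needles. Spruce_08907 was higher by 8.27 log2 units (SE 0.21, adjusted p = 2.64e-22), with 5 of 10 bud slides saturated and 2 of 6 slides of embryonic cells well above background. Spruce_03261 had 15.32 ± 0.42 (SD, n = 6) in embryonic cells and was not well above background on any bud slide, at least 332-fold lower in buds (adjusted p = 1.83e-22, limma). Spruce_12310 had a log2 fold change of -8.50 (SE 0.21, adjusted p = 1.83e-22, limma), with 1 of 10 bud slides well above background, and was in class 10 in embryonic cells and in class 0 in the 3 juvenile-tree tissues. Tissue and experiment cannot be told apart here, and no scan batch gave a within-batch value. With scan date as a random block 8827 probes were called. Scaling to the 75th percentile moved the median log2 fold change of all probes from -0.02 to -0.67 and the share of called probes higher in buds from 51.5% to 33.9%, and without background correction 4854 probes were called.

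The 2 bud genotypes differed in 108 of 29485 probes, 44 higher and 64 lower in the first. Spruce_26963 had 12.20 ± 0.67 (SD, n = 5) in the first genotype and was not well above background on any of the 5 slides of the second, at least 34.4-fold higher (adjusted p = 1.20e-09, limma). Among the 7 other tissues it was in class 3 at most. Spruce_24830 was higher by 3.23 (SE 0.46, adjusted p = 0.00081, limma) and was in class 0 in 5 of the other tissues. Its signals in the second genotype spread from 6.05 to 9.74, with 3 of 5 slides well above background. Spruce_05260 was lower in the first genotype, with a log2 fold change of -4.20 (SE 0.39, adjusted p = 5.52e-06, limma), and well above background there on 4 of 5 slides. Spruce_28875 had 10.65 ± 0.26 (SD, n = 5) in the second genotype and was not well above background on any slide of the first, at least 11.5-fold lower (adjusted p = 1.20e-09, limma). It was in class 8 to 10 in all other tissues. Without slide 8 the count was 70, with plain background subtraction 67, without background correction 50 and 66 with the deposited log2 values. With scan date as a block 96 probes were called. In the scan batch that held 3 slides of each genotype 110 were called, 67 higher and 43 lower in the first, and 54 of the 108 were among them. All 108, called in part on these slides, kept their direction in that batch. There the adjusted p of Spruce_24830 was 0.0136 in limma, and its range over all alternatives was 3.20e-07 to 0.0136. Under scaling to the 75th percentile the share of called probes higher in the first genotype went from 40.7% to 51.1%.

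Roots of ages 2 and 1 (10 slides each) did not differ in any of 30909 probes at the limma threshold. In that fit 917 probes had an unadjusted p under 0.05, a smaller share than the 0.05 that chance gives on average. Genotypes 15 (2 slides), 61 (1 slide) and 76 (2 slides) occurred at age 2 alone. With genotype in the fit, their slides did not inform the difference between ages, so the test rested on fewer slides. In slides simulated with the spread of these, 58 of 66 probes changed by 3 log2 units were called, but 37 of 67 changed by 2. Between the 8 root genotypes, with 1 to 4 slides each, 7 probes passed the limma F test, 28 passed at an adjusted p of 0.05, and 2843 had an unadjusted p under 0.05. The last is a share above 0.05, but probes are not independent of each other, so it is no test of genotype. The count of 7 depended on single slides. It was 269 without slide 10, 16 without slide 2, 12 without slide 4 or slide 18, 11 without slide 19 or slide 20, 4 without slide 13 or slide 15, 3 without slide 6, slide 12 or slide 16, and 2 without slide 8 or slide 14. Plain subtraction and the deposited log2 table gave 2 each. The files gave no scan batch for roots.

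Signals of many probes varied over the mature xylem slides. Among 20155 probes detected in mature xylem under the 95th percentile rule, the SD over the 60 trees had a median of 0.59 log2 units, and 2289 probes had an SD of 1 or more. That count was 1222 with plain background subtraction, 956 without background correction and 1285 with the deposited log2 values. With 1 slide per tree, differences between trees and between slides cannot be separated. For some probes the trees fell into separate sets. The signals of Spruce_24338 left an empty interval of 4.79 log2 units with 29 trees below and 31 above, and those of Spruce_17512 an interval of 2.90 with 37 below and 23 above. Both were chosen after their values were seen. The side on which a tree lay went with its scan batch for Spruce_24338 (permutation p = 1e-04, the smallest that these permutations can give, adjusted p = 0.00167 over 100 such probes). For Spruce_17512 this test was not passed (permutation p = 0.147, adjusted p = 0.404).

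**Figure D5:**
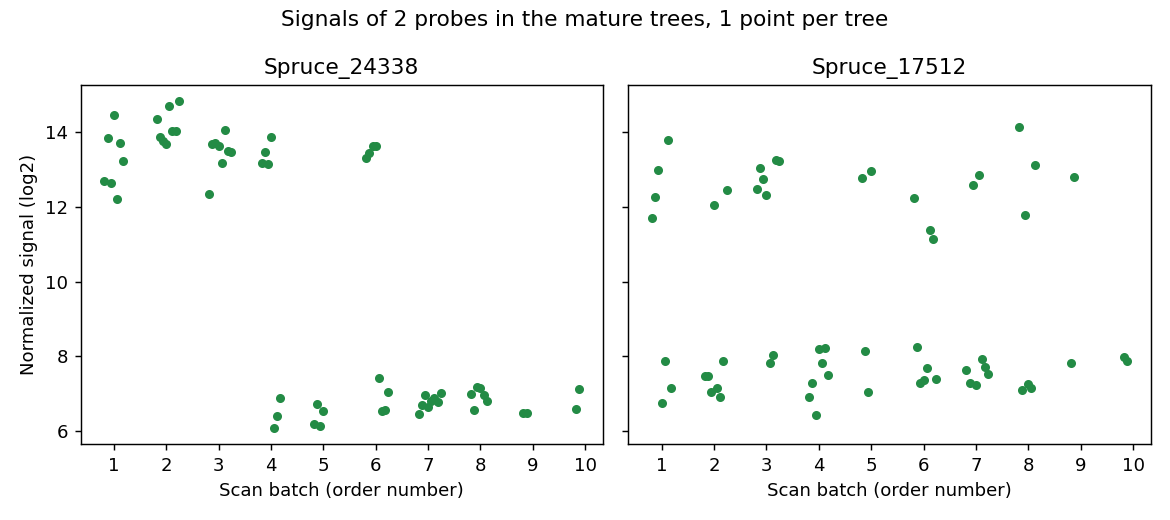
Normalized log2 signal (vertical axis) of 2 probes in the 60 mature trees, 1 point per tree, by scan batch in order (horizontal axis, 10 batches). Spruce_24338 has high trees alone in the first 3 batches and low trees alone in the last 4, while high and low trees of Spruce_17512 occur together in most batches.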

Values the study reported

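The study counted genes rather than probes, with 25,045 probes matching white spruce sequences and standing for 23,853 genes. It detected transcripts of 10,067 to 17,070 genes in any one sample type, and of 21,939 genes (92%) over all tissues. For juvenile xylem against phelloderm it listed 2,608 differentially expressed genes at an adjusted p of 0.01 and a log2 fold change of 1.0, and 5,526 at the same p and a log2 fold change of 0.5. Its methods give 5 pooled samples for each of the juvenile-tree tissues.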

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

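The comparison of GFP spots with empty spots was chosen only after the data were seen. In the groups of 4 to 10 slides, 2 of 39 sets of values had a slide far from the others, where chance gives about 1 in 20. Young needles slide 1 had 23133 probes above the buffer spots, against 26316 on the nearest slide and 28896 on the highest. Spruce_30026 had a log2 signal of 12.25 on young needles slide 4, against 14.08 on the nearest slide. GFP oligonucleotides, which the study's methods place in the corners of sub-grids for alignment and which enter no comparison, passed the 95th percentile of the buffer spots in 76.9% of 924 spots in roots, the lowest share of the 8 tissues, and in 98.7% in mature xylem, the highest. The share of empty and blank spots that passed was 0.166% in both tissues. No explanation was tested for these values.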

How the results depend on the processing

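Alternatives chosen after the data were seen were the missing background correction outside the juvenile-tree comparisons, the needle fits on the compared tissues alone, the stricter filter, the removal of 17 print positions, scan date for mature xylem and buds, single root slides left out, root slides 18 and 20 left out together, and those for rank correlations and tree variation. No named probe changed direction: of 285 values of 24 named results, 284 stayed on the same side of the threshold, and Spruce_24830 lost its call in the scan batch with 3 bud slides per genotype. Named probes had the most extreme log2 fold changes on these same slides, so keeping a call follows largely from that choice. Of all called probes, 45.4% (bud genotypes) to 66.9% (needles against xylem) kept their call without background correction. Spruce_00357, Spruce_00246 and Spruce_23005 lay in the removed print positions, so that setting gave no value for them. Without background correction the called probes fell to 2852 (xylem against phelloderm), 5659 (needles against xylem) and 4759 (needles against phelloderm). They fell to 3375 (mature against juvenile xylem), 4854 (buds against embryonic cells) and 50 (bud genotypes). Every or nearly every one of these was also among the probes first called (2852, 5658, 4754, 3374, 4853 and 49). Plain subtraction gave 3469 (xylem against phelloderm), 6702 (needles against xylem) and 5684 (needles against phelloderm). It gave 4125 for mature against juvenile xylem and 5953 for buds against embryonic cells. Bud genotypes gave 67 with subtraction, 66 with the deposited table and 70 to 125 with single slides left out. Root genotype gave 2 with subtraction or the deposited table, 3 with the stricter filter, 22 without slides 18 and 20, and 2 to 269 with single slides left out. Megagametophytes gave 30644 to 30678 detected probes with single slides left out, against 29188, but with 2 slides left 1 slide meets the 50% rule, so the rise follows from the rule. The 95th percentile rule gave 20155 (mature xylem), 17566 (buds), 14606 (embryonic cells), 19283 (juvenile xylem) and 18881 (needles). Among probes above that percentile in both tissues, rho was 0.805 (juvenile xylem with phelloderm), 0.802 (with mature xylem) and 0.343 (embryonic cells with needles); without the print positions it was 0.882 for the xylems. Trees had 1222, 956 and 1285 probes with an SD of 1 or more with subtraction, no correction and the deposited table. The cause of these shifts was not tested. Replicate numbers paired the samples at most in part. Deviations of same-numbered slides correlated above 0.1 in 12 of 20 pairs of xylem with phelloderm and in 0 of 10 of needles with xylem. The numbers were 4 of 10 for needles with phelloderm and 0 of 6 for buds with embryonic cells. In this order the median correlation was 0.161, 0.006, 0.092 and -0.046, against -0.015, -0.020, -0.012 and 0.005 for different numbers. With the number as a block 4561, 8490, 7355 and 8773 probes were called, against 4550, 8462, 7303 and 8823, and 3 of 20, 0 of 10, 1 of 10 and 1 of 6 slides correlated best with their own number. Gene lists, family profiles, family diversity and the brightest probe of a gene were not run, since no table pairing probes with genes was used here.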

Other observations

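The tests of failed printing, of low expression, of empty spots under the 95th percentile rule, of probes absent in one printing batch, of the root slide's quality and of tree sets against root genotypes were chosen after the result was seen, as were the tissue-preferential sets. Outside the print positions at background, probes called higher in juvenile xylem than in both phelloderm and needles numbered 1712, those higher in phelloderm than in both others 1271, and those higher in needles 3096. Each pair of comparisons shares slides. Independent lists would give 292, 281 and 463, and with the shared slides split between the comparisons the sets held 1667, 1267 and 3021 probes. The split moved single slides, so both parts can hold RNA of the same pools, and overlap from shared pools is not removed. Groups simulated without any difference gave 0, but they leave almost no probe to be called, so this value cannot measure overlap from shared slides. Probes lower than in both others numbered 1023 in xylem, 292 in phelloderm and 2046 in needles, where independent lists would give 310, 241 and 508 and split slides gave 1021, 296 and 1913. The xylem set was bright in mature xylem, where its median percentile of signal was 84.8, while 10000 random lists of as many probes, matched on mean signal in the juvenile-tree tissues, gave 65.5 to 69.8. Its median percentile was 61.8 in roots, 51.7 in embryonic cells, 49.8 in buds and 46.6 in megagametophytes, each below its random lists.

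The phelloderm set had its highest median percentile outside the juvenile trees in roots, with 69.9 against 61.3 to 67.8 in random lists. It was lower in buds (59.2), mature xylem (57.8), embryonic cells (39.8) and megagametophytes (36.5). The needle set was at 56.4 in buds, 54.9 in megagametophytes, 47.2 in roots and 42.01 in mature xylem, each below its random lists. Here too the matching included the tissue in which each set was chosen to be high. All tested probes had medians between 50.5 (roots) and 51.1 (mature xylem) in the tissues outside the juvenile trees. The sets were found on batch JB001, so printing batch enters each of these comparisons.

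Here 4550 probes were called between juvenile xylem and phelloderm at an adjusted p of 0.01 and a log2 fold change of 1. That is higher than the value quoted from the study above, which counts genes. The study also used the probes matching white spruce sequences, whereas all 32144 spruce probes were eligible here, so the probe sets differ too. The study subtracted background, whereas normexp was used here. With plain subtraction 3469 probes were called, and 3519 with the deposited log2 values. At a log2 fold change of 0.5 it was 9047 probes. That is also higher than the value quoted from the study above. Detected probes per tissue ranged from 27958 to 30909 under the buffer mean rule. Both ends are higher than the values quoted from the study above. Probes were counted here and genes there, but both ends are also higher as shares of the totals, so the unlike totals do not account for the whole gap. Under the 95th percentile rule the range was 14606 to 23472 probes, or 45.4% to 73.0% of probes in place of 87.0% to 96.2%.

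Of 100 splits of the same slides, the real one included, 1 gave as many called probes in 6 comparisons. Chance can be excluded for bud genotypes, where the study's methods give 5 biological samples each. For buds against embryonic cells it is excluded only as far as the slides of embryonic cells, all of the same genotype, are independent. The splits moved single slides and took no account of shared pools, so for the 4 comparisons with juvenile-tree tissues chance is excluded only as far as slides are independent. The real counts were 4550, 8462, 7303, 6066, 8823 and 108 for xylem against phelloderm, needles against xylem, needles against phelloderm, mature against juvenile xylem, buds against embryonic cells and bud genotypes, and the highest of the other splits gave 0, 4365, 2439, 142, 0 and 5. For root age the real count was 0, as in all 100 splits. For root genotype 15 of 100 splits gave at least the real 7 and the highest other gave 1551, so chance cannot be excluded. What lies behind the split that called so many was not tested.

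The first pattern is the 17 print positions at background in all tissues of one printing batch. Low expression is argued against, since in 10000 random sets of 47 probes the highest share detected in a tissue of a batch was never under 40.4%. Failed printing of these wells stays open: the median log2 foreground of these probes lay within 0.00066 of that of empty spots on the slides of that batch, but the positions were chosen for absent signal, so this value restates the choice. Outside these positions 106 probes were absent in the 4 tissues of batch JF003 and present in all others, as were 151 for the 3 tissues of batch JB001, but 5 of the 70 sets of 4 tissues and 4 of the 56 sets of 3, the real set included in each, gave as many. Differences between tissues and tree ages outside these positions stay open.

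The second pattern is 100 probes whose 60 mature trees were split by an empty interval of at least 1 log2 unit, with 6 trees or more on each side. Scan batch passed an unadjusted p of 0.05 for 24% of them and slide order for 21%, 17 and 15 after adjustment, so neither can be told apart from tree differences over the whole set, although each may account for part of it. Differences between genotypes were tested on buds, where 0% of these probes were called (highest random set 3.19%); the bound set in advance was too weak, since random sets averaged 0.31%. At an unadjusted p under 0.05 the share was 13.8% between bud genotypes, against a random median of 17.0%, with 830 of 1000 sets as high, and 27.6% in the root genotype test, against 16.3%, with 2 of 1000 sets as high (highest 28.6%). The bud test covers 2 genotypes, and the root test, which had 2843 such probes with all slides and 7261 without slide 10, did not exclude chance for its calls, so genotype, scan batch and printing stay open.

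The third pattern is the rise of root genotype calls from 7 to 269 when root slide 10 is left out. A poor slide is argued against, since 10 root slides correlated less with the mean of the others. A mislabelled slide stays open: slide 10 correlated with its own genotype at 0.117 and with another at 0.481, but only 8 of 19 slides matched their own genotype best. A candidate explanation is that slide 18, the slide least correlated with the rest, was left alone in its genotype, since without slides 10 and 18 together 12 probes were called. No biological explanation was tested.

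Roots and megagametophytes, read on the second scanner type, had the most detected probes under the 95th percentile rule, by at least 4.87% of probes over each other tissue. Of empty and blank spots at most 0.249% passed this rule in the 2 tissues (upper 95% limit 0.726%), against up to 0.332% elsewhere. Spots without probe thus passed too rarely to make up this excess. So low a share follows largely from the rule, which is set on each slide's buffer spots, and 0% of empty spots passed in simulated slides. These shares therefore cannot decide on background signal at spots that carry a probe. Under the buffer mean rule at most 45.5% of empty and blank spots passed in the 2 tissues, against 62.5% elsewhere. Megagametophytes were seventh under that rule, so these shares decide nothing. Other differences of scanner, tissue and species stay open.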
